A study of Laccaria bicolor with 20 samples. Its data were reported in "A Transcriptomic Atlas of the Ectomycorrhizal Fungus Laccaria bicolor" (2021).

How the data were processed

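Mycelium of the ectomycorrhizal basidiomycete Laccaria bicolor, strain S238N, was grown on agar plates. Colonies were pre-cultured for 2 weeks on modified Melin Norkrans (MMN) medium and moved for 1 week, in the dark at 25 °C, to fresh control MMN medium or to a medium altered in nitrogen (N), phosphorus (P) or carbon (C). The control medium held 0.5% glucose, 3.67 mM KH2PO4 and 1.89 mM diammonium phosphate, together with 0.5% malt extract and 1% casein hydrolysate, which are not listed among the changes of any medium. In −N the ammonium salts were left out and phosphate was made up, and in +N 25 mM of an ammonium chloride salt was added. In −P the phosphate salts were left out and ammonium was made up, and in +P 25 mM KH2PO4 was added. Glucose was lowered to 0.02% in −C and raised to 2% in +C. Total RNA was extracted, libraries were made with a stranded kit for polyadenylated RNA, and both ends of each fragment were sequenced over 150 bases.

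Per the labels and the methods of the study, the authors trimmed the reads, removed those shorter than 15 nucleotides and aligned them with CLC Genomics Workbench to the JGI reference transcripts of the v2 assembly, at a length fraction of 0.9 and a similarity of 0.8, keeping reads with up to 10 hits. The deposited raw read counts per gene model are whole numbers with a different total in each library. Whether they are unique or total mapped reads, and whether strand was used, was not stated. Counts of genes with near-identical copies, of overlapping gene models and of antisense neighbours are therefore uncertain. The authors also deposited RPKM values, which are reads scaled by transcript length and by library size. Dividing the raw count by the RPKM value and by the column total gave a transcript length for the 18942 gene models with a read in any library. This length was checked between libraries on the 71807 values with high counts only, where it was the same to within rounding, and RPKM values were used here only to obtain it. Each library listed 23130 gene models and no row without a gene.

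Gene models carry only the JGI protein number in the files and are written here with the prefix JGI-. Of the 23130 identifiers, 6580 matched a locus tag of the RefSeq table of the V1.0 assembly by number, and 351 of these had a symbol other than the locus tag. As that assembly is not the one the reads were aligned to, no coordinates are given. Functions named for single genes are those stated in the text of the study, and symbols are those of the RefSeq table.

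Groups were taken from the labels of the 20 libraries. The control and 5 of the altered media had 3 libraries each and +P had 2. No pair of libraries of a group was identical. A chi-square statistic of their counts, per degree of freedom, lay between 1.93 and 27.1 over the 19 pairs, above the value of sampling noise alone, so that all libraries were kept as separate replicates.

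Differential expression was tested with the quasi-likelihood F-test of edgeR 4.0.16 in R 4.3.3 on the deposited counts, with TMM normalisation and the default expression filter by group, which kept 14725 gene models. All 20 libraries entered one fit with a mean per medium and no covariate, and each altered medium was compared with the control medium. P-values were adjusted by the Benjamini-Hochberg method within each comparison, a gene was called changed at an adjusted p-value under 0.05, and calls with a fitted log2 fold change beyond 2 (4-fold) were counted separately. For genes with hardly a read in a group the fitted value depends on the prior count. Standard errors of log2 fold changes were obtained from the F statistic. Normalised read counts are given as CPM (counts per M reads, after TMM scaling), as mean ± SD. Total counts per library lay between 9.47 M and 33.1 M, and the median tested gene had between 187 and 559 reads per library. A group whose libraries all held 3 reads or fewer was set to that floor of 3 reads, and the fold change is then given as a lower bound. The floor corresponds to 0.317 CPM in the smallest library and to 0.0906 CPM in the largest. Bounds cover counting error only.

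Genes named in the report followed a rule fixed before the data were examined. Up to 2 genes that rose and 2 that fell were taken per comparison by the largest fitted log2 fold change among called genes, with at least 10 reads in each library of the higher group and with all libraries of the medium on the same side of all control libraries. To these were added 5 genes that the nutrition section of the study names by protein number. Gene lists were copied, before the data were examined, from the expression groups that the study describes as specific to a condition. The study chose them on these libraries, so that their counts are no independent evidence. Distances between libraries were Euclidean, on log2 CPM with a prior count of 2 over the tested genes.

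Comparisons against the same control libraries share their chance values. Overlaps of calls were therefore set beside 10 simulated data sets. In these, the fitted changes of the genes called in each medium were dealt at random to genes of similar abundance. All other genes were left unchanged. Except in −P, with 11 to 14 calls against 14, these sets gave fewer calls than the data (3626 to 3718 in −N and 3566 to 3675 in +N, for example). Their overlaps were therefore scaled by the number of calls in both media. As a second reference, the calls of the data were shuffled 100 times among genes of similar abundance. In 20 further sets no medium differed from the control. They gave at most 2 calls per comparison and 0 shared calls, and so say nothing about overlaps at the number of calls in the data. The test was tried on simulated counts drawn from the control means and the real library sizes of 14725 genes. Per comparison 200 genes were changed, taken from those with a mean of at least 20 reads per library. Deviations were drawn independently for each library. In the −P libraries the test recovered 87% of 2-fold and 99% of 4-fold changes with 10 false calls. In the +P libraries it recovered 85% and 97% with 8 false calls.

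Alternatives chosen before the data were examined were RLE and upper quartile scaling, no filter or at least 10 reads in each library, DESeq2 1.42.0, only the compared groups in the fit, a block for the replicate number, a term for the letter i that ends 5 of the library codes, libraries thinned to the smallest one, the fold limit tested within the model, and each replicate left out in turn. Other measures of distance and other detection limits were set as alternatives for the library clustering and the count of detected genes. After the data were examined, a smooth trend against transcript length (lowess, span 0.3) taken out of each library, 1 surrogate variable from sva 3.50.0 and DESeq2 with shrunken fold changes were added. Other experiments of the study (mycorrhiza and basidiocarps), its clustering into nodes and the phosphorus content of mycelium were not analysed here.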

Results

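The nutrition-regulated transcriptome of free-living L. bicolor mycelium was measured by RNA sequencing in 20 libraries, from control MMN medium (n = 3) and from media without ammonium salts (−N, n = 3), with surplus ammonium (+N, n = 3), with reduced glucose (−C, n = 3), with surplus glucose (+C, n = 3), without phosphate salts (−P, n = 3) and with surplus phosphate (+P, n = 2). The deposited counts summed to between 14.9 and 17.2 M reads per control library. The range was 12.8 to 18.9 M in −N, 11.5 to 33.1 M in +N, 17.1 to 27.0 M in −C, 9.47 to 24.5 M in +C, 11.2 to 18.5 M in −P and 11.7 to 16.6 M in +P. Of 23130 gene models, 15976 had more than 5 reads in at least 1 library. The count was lowest, at 15243, when at least 10 reads were required. Between replicates, expression of a tested gene varied with a common coefficient of 10.6%.

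Libraries were compared to see which media gave a transcriptome of their own. The first component of log2 CPM held 31.1% of the variance and placed +N opposite −N and −C. The second component, with 19.1%, separated −N from −C. Euclidean distances to the control libraries averaged 89.1 for −C, 82.9 for +N and 78.9 for −N. All distances from libraries of these media to control libraries, from 72.6 upwards, exceeded the largest distance between control libraries, 63.8. For −P the mean distance to the control was 57.2, against 56.1 among the control libraries themselves. The means for +C (64.7) and +P (65.5) lay just above the largest distance between control libraries, and single distances reached down to 56.9 and 53.8. For 15 of the 20 libraries the nearest library was one of the same medium, including all −N, +N and −C libraries. The 5 exceptions were control replicate 3 and −P replicate 1, which were nearest to each other, +C replicate 1 and +P replicate 1, which were also nearest to each other, and +P replicate 2, which was nearest to +C replicate 2. With a prior count of 0.5 the number fell to 14.

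**Figure D1:**
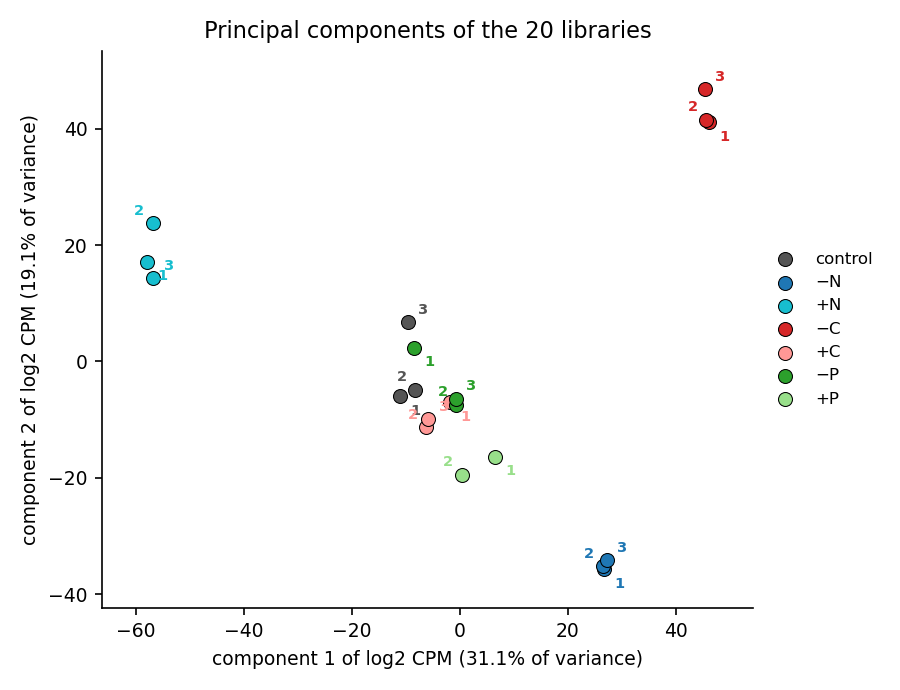
Principal components of log2 CPM of the 20 libraries. Each point is a library, coloured by medium and marked with its replicate number, and the axes give components 1 and 2 with their share of the variance (31.1% and 19.1%); libraries of +N, −N and −C lie apart from the rest, and those of the control, −P, +C and +P lie near each other.

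Removal of ammonium was tested for its effect on transcription against control medium. In −N, 4673 of 14725 genes were called changed, 2171 higher and 2502 lower, and 167 of these changed over 4-fold (91 higher, 76 lower). The balance of directions depended on the setting. With upper quartile scaling 2833 of 4792 calls were higher. Over 4-fold, 9 of 61 genes were higher with at least 10 reads in each library, 6 of 22 with the limit tested within the model and 17 of 57 with shrunken fold changes. The alternative that moved the count most was the term for the letter i, which all −N libraries carry, with 2884 genes. Among the rule-selected genes, JGI-307960 rose from 0.342 ± 0.37 CPM in the control to 19.6 ± 3.75 CPM (SD, n = 3 each), a log2 fold change of 5.80 ± 0.60 (SE, adjusted p = 2.62e-07), with 210 to 390 reads per −N library and 0 to 11 per control library. JGI-334987 was at least 3.53-fold higher in −N (0.69 ± 0.161 CPM, adjusted p = 0.00972), with 10 to 12 reads per −N library. With the term for the letter i its adjusted p rose to 0.0885. JGI-619720 was at least 25.3-fold lower (4.75 ± 1.51 CPM in the control, adjusted p = 5.52e-06). JGI-691008 fell from 32.1 ± 2.76 to 1.10 ± 0.361 CPM, a log2 fold change of -4.89 ± 0.34 (adjusted p = 9.35e-10).

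Surplus ammonium changed 4392 genes in +N, 2073 higher and 2319 lower, of which 198 changed over 4-fold (140 higher, 58 lower). JGI-467459 rose from 18.2 ± 3.53 to 8859.6 ± 168 CPM (log2 fold change 8.93 ± 0.45, adjusted p = 2.12e-12). It took up to 0.889% of all reads of a +N library. JGI-620230 had no read in any control library and 35 to 58 reads in the +N libraries and was at least 13.1-fold higher (adjusted p = 1.26e-05). JGI-254066 fell from 86.0 ± 2.72 to 5.38 ± 1.10 CPM (log2 fold change -4.02 ± 0.20, adjusted p = 1.32e-12). JGI-383544 was at least 7.98-fold lower (adjusted p = 0.000454). The ammonium transporter gene JGI-313221 (symbol LbAMT2.3c), named in the text of the study, measured 8.06 ± 1.85 CPM in the control, 62.3 ± 3.91 in +N (log2 fold change 2.95 ± 0.24, adjusted p = 2.61e-09) and 1.88 ± 0.276 in −N (log2 fold change -2.11 ± 0.31, adjusted p = 2.07e-05). The hydrophobin gene JGI-241509 (symbol LbH12), with 1 to 2 reads per control library and 78 to 143 per +N library, was at least 33.1-fold higher in +N (adjusted p = 1.41e-06).

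Reduced glucose gave the highest count of the 6 media. In −C, 5537 genes were called changed, 2677 higher and 2860 lower. Over 4-fold changes were found for 349 genes, 54 higher and 295 lower. JGI-483976 and JGI-483977 had no read in any control library, 315 to 466 and 177 to 297 reads in the −C libraries, and at most 3 reads in any other library. They were at least 89.7-fold and 55.6-fold higher (adjusted p = 1.50e-09 and 8.49e-09). Their identifiers are consecutive, and whether the models share reads was not analysed here. JGI-334206 and JGI-330474 had no read in the −C libraries and 1.96 ± 0.546 and 1.81 ± 0.283 CPM in the control, and were at least 13.99-fold and 12.9-fold lower (adjusted p = 8.74e-08 and 1.64e-09).

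**Figure D2:**
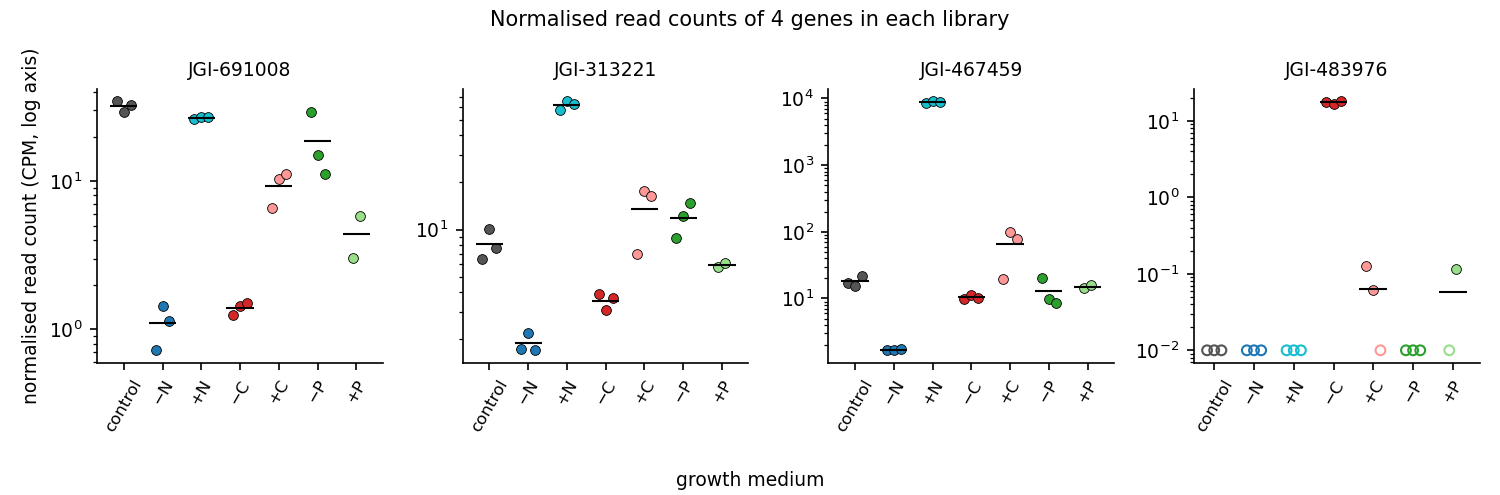
Normalised read count (CPM, log axis) of 4 genes in each library, by growth medium. Points are libraries, lines are means, open symbols drawn at the bottom stand for 0 reads, and JGI-691008 is lowest in −N and −C, JGI-313221 and JGI-467459 are highest in +N, and JGI-483976 reaches 17.6 ± 0.645 CPM (SD, n = 3) in −C and at most 3 reads in any other library.

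Surplus glucose changed fewer genes. In +C, 1332 genes were called changed, 632 higher and 700 lower, and 17 changed over 4-fold (12 higher, 5 lower). These counts depended on +C replicate 1. Without it, 1866 genes were called and 46 changed over 4-fold. Without control replicate 1, 26 changed over 4-fold. Fitted with the control libraries alone, 660 genes were called. The balance of directions moved both ways. Calls that were higher numbered 770 of 1457 with upper quartile scaling, 520 of 933 without +C replicate 2 and 742 of 1866 without +C replicate 1. JGI-634063 was at least 6.94-fold higher in +C (adjusted p = 0.000175), and JGI-654096 rose from 1.30 ± 0.577 to 9.90 ± 4.96 CPM (log2 fold change 2.85 ± 0.52, adjusted p = 0.000823). JGI-335202 fell from 55.7 ± 5.24 to 10.7 ± 2.19 CPM (log2 fold change -2.35 ± 0.13, adjusted p = 1.08e-10) and JGI-669899 from 46.0 ± 3.67 to 9.30 ± 1.55 CPM (log2 fold change -2.32 ± 0.28, adjusted p = 6.67e-06). With reduced glucose both were lower still, so that their fall is not particular to surplus glucose. The −C libraries had 2.50 to 3.64 CPM of JGI-335202 and 0.866 to 0.965 CPM of JGI-669899.

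Removal of phosphate gave few calls. In −P, 14 genes were called changed and all were higher, with log2 fold changes from 0.42 to 2.46 and adjusted p-values between 0.0469 and 0.0499. No gene was called lower, and 727 were lower at an unadjusted p-value under 0.05. In total 1480 genes passed an unadjusted p-value under 0.05, where 736 are given by chance. In each of the 14 genes −P replicate 1 had the lowest value of the −P libraries, and 7 of them were also called higher in +N. Only 2 calls exceeded 4-fold. JGI-293826, named a clitocypin (a protease inhibitor) in the text of the study, rose from 1.82 ± 0.311 to 10.3 ± 7.85 CPM (log2 fold change 2.46 ± 0.47, adjusted p = 0.0469). JGI-331747 (symbol LbAMT2.2), an Rh-like ammonium transporter, rose from 7.50 ± 0.766 to 32.5 ± 18.6 CPM (log2 fold change 2.10 ± 0.39, adjusted p = 0.0469). The count depended on single libraries. It was 613 genes, with 12 over 4-fold, without −P replicate 1, and it was 2, with 0 over 4-fold (26 at an unadjusted p-value under 0.05), without −P replicate 3. It was 0 without control replicate 1, 2 or 3 or without −P replicate 2, where 1281, 1197, 1527 and 908 genes passed an unadjusted p-value under 0.05. The call of JGI-293826 was lost under 8 of its 14 alternatives and that of JGI-331747 under 9 of 15, with adjusted p-values up to 0.535. DESeq2 called 114 genes, which included all 14, and 77 of the 114 were higher.

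Surplus phosphate changed 1447 genes in +P, 623 higher and 824 lower, and 35 changed over 4-fold (18 higher, 17 lower). With upper quartile scaling 877 of 1570 calls were higher. Over 4-fold, 6 of 22 genes were higher with DESeq2, 3 of 14 with shrunken fold changes and 4 of 19 with at least 10 reads in each library. Fitted with the control libraries alone, the +P libraries gave 964 genes. JGI-654096 rose from 1.30 ± 0.577 CPM (n = 3) to values with an SD of 7.91 CPM in +P (n = 2, 133 and 394 reads), a log2 fold change of 3.69 ± 0.53 (adjusted p = 6.94e-05). JGI-634063 was at least 5.56-fold higher (adjusted p = 0.00145). JGI-669899 fell from 46.0 ± 3.67 to 3.52 ± 0.128 CPM (log2 fold change -3.70 ± 0.37, adjusted p = 1.10e-06) and JGI-567679 from 52.6 ± 3.95 to 6.36 ± 2.20 CPM (log2 fold change -3.01 ± 0.29, adjusted p = 6.14e-07). For the 3 polyphosphate phosphatase genes named in the text of the study, changes stayed under 4-fold. JGI-317181 (symbol LbPPX1) had a log2 fold change of -0.64 ± 0.11 (adjusted p = 0.000658), JGI-589527 of 0.36 ± 0.10 (adjusted p = 0.0192) and JGI-708028 of 0.31 ± 0.09 (adjusted p = 0.0407). The call of JGI-708028 was lost under 5 of its 12 alternatives, with adjusted p-values from 0.0101 to 0.157, and that of JGI-589527 was lost without control replicate 2 (adjusted p = 0.0647).

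**Figure D3:**
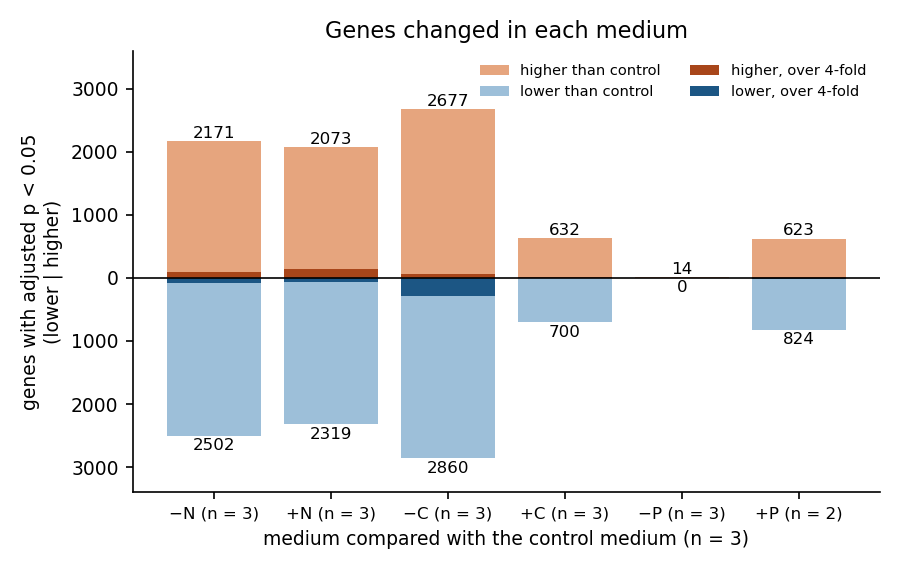
Number of genes with an adjusted p-value under 0.05 in each altered medium against the control medium, higher upwards and lower downwards, with calls over 4-fold in dark. Counts are highest in −C (2677 higher, 2860 lower) and lowest in −P (14 higher, 0 lower).

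Responses shared between media were counted as genes called in both comparisons. In −N and −C, 2072 genes were called in the same direction and 479 in opposite directions. In +P and −N the counts were 1111 and 19, in +P and −C 741 and 208, and in +C and +P 857 and 0. In −N and +N, 780 genes were called in the same direction and 1188 in opposite directions. Other pairs were not set beside simulated overlaps. Among them, +N and −C had 944 and 1358, the highest opposite-direction count of all pairs, and −N and +C had 865 and 58. Overlaps given by independent changes were obtained from 10 simulations, scaled to the number of calls in the data. Same-direction counts then reached at most 1115 for −N and −C, 386 for +P and −N, 414 for +P and −C, and 128 for +C and +P, all below the observed counts. For −N and +N the simulated same-direction count was 865 to 966, above the observed 780, and the opposite-direction count was at most 771, below the observed 1188. Across the alternatives, the same-direction count of the first 4 pairs fell as far as 1422 for −N and −C, with the term for the letter i, and 473 for +C and +P, with only the compared groups in the fit. A surrogate variable raised it, to 1100 for +P and −C. Among the 17 genes lower over 4-fold in +P, all 17 were also called lower in −N, 16 in −C and 16 in +C. Among the 18 genes higher over 4-fold in +P, 13 were also called higher in −N, 9 in +C and 5 in −C.

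**Figure D4:**
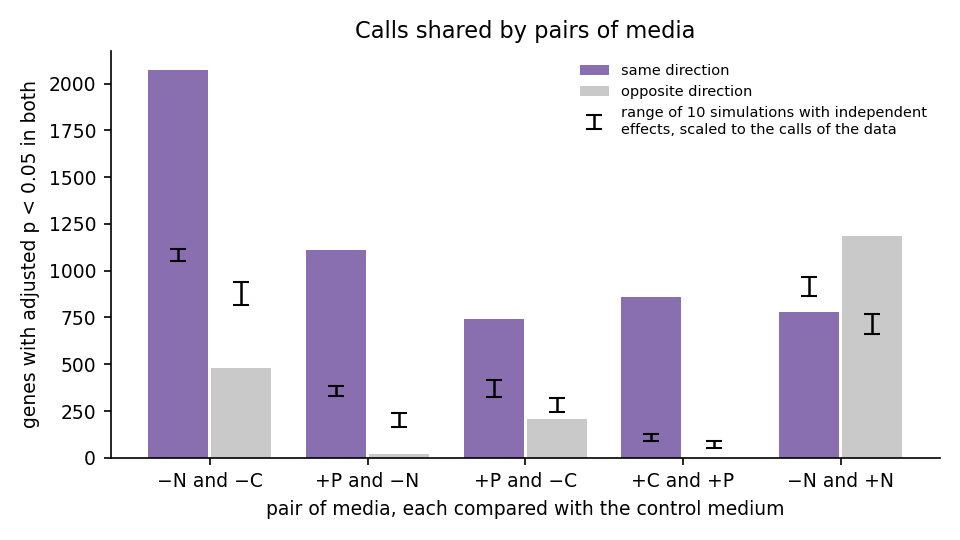
Number of genes called changed in both media of a pair, in the same direction (violet) and in opposite directions (grey), with each medium compared with the control medium. Black bars give the range of 10 simulations in which changes fell on genes independently, scaled to the calls of the data, and the same-direction count lies above that range in 4 pairs and below it in −N and +N (780 against 865 to 966).

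Gene lists that the study describes as specific to a condition were tested in the same fit. Of the 53 genes listed for surplus ammonium, 52 were higher in +N, 52 adjusted over the list alone. Of the 56 genes listed for reduced glucose, 56 were lower in −C, 56 adjusted over the list alone. All 19 genes listed for low ammonium and low glucose were lower in −C and in −N, 19 adjusted over the list alone in each. The study chose these lists on the same libraries, so that the counts adjusted over a list alone are not independent evidence. The remaining list of 18 genes was higher in +N for 17 genes, 17 adjusted over the list alone. In −N, 0 of the 18 were higher, 0 adjusted over the list alone and 1 at an unadjusted p-value under 0.05, and 7 were lower. With at least 10 reads required in each library, 10 of the list's genes were called higher in +N. In −N, 1 of the 18 was higher without control replicate 1, and 1 without −N replicate 2.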

Values the study reported

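The study reported transcripts of 14,733 out of 23,130 gene models with a read count above 5 in at least 1 growth condition. It reported 4 major branches in the clustering of single replicates and 594 nodes of co-regulated genes. For altered phosphate and surplus glucose, between 0 and 15 genes were reported as significantly changed beyond a log2 fold change of 2. Without phosphate, no gene was reported as significantly different, and with surplus phosphate 15 genes were. For surplus glucose, 11 genes were reported at a higher level. The log2 fold changes reported under surplus phosphate for the polyphosphate phosphatase genes 317181, 589527 and 708028 were −0.61, 0.36 and 0.30.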

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

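The settings named in this part were chosen before the data were examined, except for the length trend, the surrogate variable and the shrunken fold changes, which were chosen after seeing the data. Over the 435 values of counts recomputed under an alternative, 381 stayed within 1.5 times the reported count and 54 moved further. For single named genes, 356 of 380 values kept their direction and their side of the threshold. Another 24 kept their direction with an adjusted p-value above 0.05, and 0 reversed. Alternatives in which a gene was filtered out or had no adjusted p-value are not among the 380. Unless a reason is given, the cause was not tested.

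With at least 10 reads required in each library, which leaves out genes that are silent in a group, the genes changed over 4-fold numbered 61 in −N, 122 in +N, 171 in −C, 11 in +C and 19 in +P. The same setting gave 10 genes of the mixed ammonium list in +N, 0 calls in −P and 0 over 4-fold. Of the pair of genes over 4-fold in −P, JGI-293826 was removed by this filter and JGI-331747 stayed in the fit with an adjusted p-value of 0.0521. JGI-331747 had at least 51 reads in each library and was not removed itself. Its lost call came with the removal of other genes, as this setting changed nothing else. How that removal led to the 0 calls in −P was not tested. Tested within the model, a stricter question, the 4-fold limit was passed by 22 genes in −N, 76 in +N, 96 in −C, 0 in +C (11 unadjusted), 0 in −P (3 unadjusted) and 0 in +P (16 unadjusted). DESeq2 with shrunken fold changes, which pull poorly measured values toward 0, gave 57, 127, 157, 5, 0 and 14 genes over 4-fold in −N, +N, −C, +C, −P and +P, and 112 calls in −P. DESeq2 without shrinkage gave 114 calls in −P and 22 genes over 4-fold in +P. With only the compared groups in the fit, counts moved both ways: 5228 genes were called in −N, 4485 in +N and 6087 in −C, above the reported counts, while 660 genes were called in +C, 964 in +P and 0 in −P, 0 genes over 4-fold in −P, and 473 genes in the same direction in +C and +P. With the surrogate variable 65 genes were called in −P and 2174 in +P. The −P calls numbered 63 without a filter, 23 in thinned libraries and 0 with upper quartile scaling, which also left 0 over 4-fold. Where the −P count was 0, between 908 and 1621 genes passed an unadjusted p-value under 0.05, and between 0 and 30 where the count over 4-fold was 0. The term for the letter i gave 2884 genes in −N and 22 in −P. As all −N libraries carry the letter, it can only be told from the medium through control replicate 1 and −P replicate 3. The term itself was called in 0 genes (817 unadjusted, 736 given by chance).

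Across the 6 fits that each left out 1 library, the count over 4-fold in +C ran from 18 to 46 (without +C replicate 1). The calls in −P ran from 0 to 613 and those over 4-fold from 0 to 12, both highest without −P replicate 1. The mixed ammonium list had 0 to 1 genes higher in −N.

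The replicate numbers do not pair the libraries. Over 57 pairs of libraries with the same number, the deviations from the group means correlated across genes between -0.378 and 0.301 (median -0.0175), and genes are not independent replicates. With the replicate number as a block, 4504 genes were called in −N, 4234 in +N, 5358 in −C, 1250 in +C, 0 in −P (0 over 4-fold) and 1224 in +P.

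The reported split was the only one of the 10 splits of the 6 libraries to give as many genes, in all and over 4-fold, in −N, +N, −C and +C (1 of 10 for each count). In −P, 3 of the 10 splits of the 6 libraries gave as many genes and 2 of 10 as many over 4-fold. The highest count, 87, came from control replicate 1, −P replicate 2 and −P replicate 3 set against the rest. With 3 libraries against 3, the share cannot fall under 0.1. In +P, with 2 libraries, splits were not counted. In simulated data the −P libraries recovered 87% of 2-fold changes, which were placed only in genes with enough reads. For such changes, depth and number of libraries leave room for more than 14 calls. The simulated libraries deviated independently and had no discordant replicate, so that the share may be lower in the real −P libraries. Sets in which the fitted changes of the 14 called genes were dealt at random to genes gave 11 to 14 calls. No other gene was changed in these sets, so that they cannot show whether further changes in −P were missed.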

Other observations

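The tests on +C replicate 1, on the replicate number, on the number of genes moved in the same direction by both ammonium media, and on length, depth and control libraries left out for −P replicate 1 were chosen after the result was seen.

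The library labelled +C replicate 1 lay with the +P libraries. All libraries together gave 0 genes between +P and +C (1243 unadjusted), and 626 genes, 379 of them higher in +P, without this library. Over these 626 genes, chosen without it, it lay at 101.9% of the way from the other +C libraries to the +P libraries (median). Control libraries lay at 49.9% to 59.2% and +N libraries at -0.589% to 2.94%, while −N libraries, at 104% to 108%, lay as far as +P. Of the other pairs of a library and a foreign group, −P replicate 1 toward the control lay at 93.0%. The 89 pairs that hold neither of these libraries had a median of 4.01% and a highest value of 24.6%. Pairs with fewer than 100 separating genes had no value. These were the control libraries toward −P, the other −P libraries toward the control and the other +C libraries toward +P. The +P libraries were not placed in this way. The 101.9% and 93.0% were thus not set beside other libraries of the same pairs of groups. Over 1866 genes called in +C without it, +C replicate 1 lay at 49.2% of the way to the control, and the +P libraries at 33.0% and 37.0%. A weaker response to glucose goes with the 49.2%, and as the whole cause it is argued against by the 101.9%, beyond all control libraries. Transcript length as the whole cause is argued against by 98.6% with the length trend taken out. A candidate explanation is that this library holds +P material under another label, for which 101.9% meets the limit set for it and 49.2%, farther toward the control than both +P libraries, is not accounted for. The control libraries themselves spread from 92.2% to 109% on that line. A growth difference of the colony toward the same state stays open and was not tested. Without this library, the 1866 +C calls shared 866 genes in the same direction and 15 in the opposite direction with +P. The counts were 848 and 252 with +N, and 1042 and 151 with −N, above +P in the same direction. These counts were not scaled by the number of calls, which with all libraries was 4673 in −N, 4392 in +N and 1447 in +P. They therefore do not rank −N above +P.

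The library labelled −P replicate 1 lay with the control libraries. Without it, 613 genes were called in −P, 296 of them higher, and over these genes it showed 6.97% of the difference between the other −P libraries and the control (median), with the same sign for 382 genes (62.3%). The control libraries, which took part in the choice of these genes, lay at -1.57% to -0.469%. With each of them also left out of the choice in turn, the control libraries lay at 10.3% to 11.8%, with 61.5% to 64.6% of genes on the −P side, and −P replicate 1 at 7.22% to 12.1%, with 62.7% to 67.8%. It lay farther than the farthest control library in 1 of the 3 fits. In 13 of the 14 genes called with all libraries, which were chosen with this library, no −P value overlapped the control values. A candidate explanation is a control library under another label, for which at most 10% was needed and which these values do not settle. A colony that had not responded to the medium would show the same value and stays open. Length and depth as the whole cause are argued against, as the fit of all libraries called 17 genes with the length trend taken out and 23 in thinned libraries.

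Libraries of different media deviated from their group means along a common line. The first component of these deviations held 28.2% of their variance, against 9.01% to 9.45% in 20 simulated sets with independent deviations. Control replicate 3, +C replicate 1 and +N replicate 2 had the highest scores. Across genes, which are not independent replicates, the loading correlated with transcript length (Spearman 0.529) and with abundance (Spearman 0.491). The share was 19.5% with the length trend taken out and 25.2% in thinned libraries, so that length accounts for part of it, and neither length nor depth for the whole. Without the 100 most abundant genes it was 28.5%. Leaving out 100 of 14725 genes can hardly move a share taken over all genes, so that this value decides nothing on abundant genes. A batch marked by the replicate number is argued against by correlations of same-numbered libraries down to -0.378. RNA integrity, library preparation and differences between colonies were not tested. For a batch marked by the letter i at the end of 5 library codes, the deviations of control replicate 1 and −P replicate 3 correlated at 0.110 across genes, a value between those set for and against it, so that this batch cannot be told apart from chance or from the −N medium.

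Removal and addition of ammonium moved 780 genes in the same direction, 39.6% of the calls they share. Of these, 240 were higher and 540 were lower in both media. The 780 were fewer than independent changes give at this number of calls. Simulations gave 865 to 966, and calls shuffled among genes of similar abundance gave 793 to 914. The pooled count therefore shows no excess, while the higher and the lower genes were not set beside simulations separately. The count was 705 when −P libraries served as the reference of −N and 849 with the length trend taken out, which decides nothing on shared control libraries or transcript length, as independent changes alone give such calls. The 1188 genes moved in opposite directions were more than the 661 to 771 simulated. For +C and +P, 99.7% of shared calls had the same direction with separate references and 100% with the length trend taken out, against at most 70.3% simulated for independent effects, which argues against shared controls and length as the whole cause. The place of +C replicate 1 does not account for it alone, as 866 genes were shared without that library.

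In these libraries 35 genes changed over 4-fold in +P. That is above the number given by the study. In −P 2 genes did so. That is above the number given by the study as well. In +C 17 genes did so, of which 12 rose. DESeq2, the tool of the study, gave 22 genes in +P, 3 in −P and 15 in +C, of which 11 rose. DESeq2 with shrunken fold changes gave 14 genes in +P, 5 in +C and 0 in −P (0 unadjusted). In the list of 18 genes linked to ammonium, 17 were higher in +N, 7 lower in −N and 0 higher in −N (1 unadjusted). The results text of the study gives these genes as raised under reduced ammonium, the opposite direction to the 7 called lower. Log2 fold changes of the 18 genes in −N ran from -3.19 to 0.78 (median -0.57). The discussion of the study, in turn, states that no marker genes for a lack of ammonium alone could be found.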
